A study of Mus musculus with 18 samples. Its data were reported in "Pancreatic Islet Cells Response to IFNγ Relies on Their Spatial Location within an Islet" (2022).

How the data were processed

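The libraries measured RNA from pancreatic islets of C57BL/6 mice that were kept for 20 h with 5 ng/mL interferon gamma (IFNγ) or without it, dissociated, and sorted by flow cytometry into alpha, beta and delta cells. Alpha cells were sorted as CD24-low and CD71-negative, beta cells as CD24-low and CD71-positive and delta cells as CD24-high, among Epcam-positive cells negative for CD45, TER119 and CD31. The 6 groups of cell type and treatment held 3 libraries each, 18 in all. The study states that each n is an independent biological sample, and the p-values here treat the libraries as such. Libraries of the same date were not fully independent, with a mean correlation of deviations of 0.177 over 18 pairs. The main fit takes no account of this. Replicate numbers follow the labels. The file name of beta control 3 says papain where those of the other beta libraries say CD71, and whether it was dissociated or sorted in another way is not given in the sources used here.

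The authors prepared rRNA-depleted, random-primed libraries from total RNA with the Ovation SoLo kit and sequenced paired ends on an Illumina NextSeq instrument. They aligned the reads with STAR 2.5.2b to GRCm38 and quantified genes with RSEM, whose version is not given in the sources used here. Each deposited file holds, for 1 library, RSEM expected counts per gene, length-scaled levels as TPM and FPKM, and the effective length in bases that the authors obtained from RSEM. Expected counts are estimates, so part of them are fractions. Between 89.6% and 92.7% of the genes in a library had a value equal to a whole number as printed. All libraries listed the same 55487 gene identifiers, and 55141 of these (99.38%) were matched to a symbol and to GRCm38 coordinates in the GENCODE M21 annotation, while the study names a later GENCODE release. Whether molecular identifiers were used to remove PCR copies, and whether strand was used in counting, is not given in the sources used here. Intervals and detection floors therefore cover counting error only, and a gene that overlaps another, on either strand, or that belongs to a family of near-identical copies has an uncertain share of its reads.

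Library totals lay between 6128845 and 11531734 expected counts with a median of 8697388. A group with 0 counts is compared through a floor of 3 counts over the group, and a group with 1 to 3 counts through a ratio of summed counts with a 95% counting interval (exact, Clopper-Pearson). Levels are given as CPM, counts scaled to a common library total, computed from rounded expected counts and TMM-scaled library sizes, as mean ± SD over 3 libraries. TPM served for a second look at marker genes. FPKM was not used here.

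Genes were tested with edgeR 4.0.16 in R 4.3.3. Rounded expected counts of all 18 libraries entered one fit with a mean per group. The low-count filter (filterByExpr, minimum count 10) kept 17338 genes, TMM scaled the libraries, and the quasi-likelihood F-test gave p-values, which were adjusted over all tested genes by the Benjamini-Hochberg method. A gene was counted as higher or lower at an adjusted p under 0.05, and counts under 0.01 are also given because the study used that level. The log2 fold changes are those of the fit, with their standard errors (SE). The contrasts were IFNγ against control in each cell type, the difference of these responses between each pair of cell types, and the difference between control cells of each pair. The study fitted batch as a term in DESeq2 1.32.0. The labels give no batch, so the fit here has none, and the date carried in each file name served as an alternative. The design, the alternatives planned, the gene lists and the rule for naming genes were fixed before the data were examined.

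Fixed gene lists with at least 3 measured genes were tested with camera in limma 3.58.1 (preset correlation between genes 0.01), with adjustment over the lists of each comparison. The correlation was also estimated from the data for each list, and fry tested whether the genes of a list moved one way. The 27 lists were interferon-inducible GTPases, MHC class I presentation, MHC class II presentation, interferon receptor and JAK-STAT, interferon regulatory transcription factors, antiviral interferon-stimulated genes, chemokines and adhesion, immune checkpoint and regulation, complement, cell death, NF-kB and oxidative stress, unfolded protein response, beta cell identity, alpha cell identity, delta cell identity, granule and secretion machinery, type 1 diabetes autoantigens, sort gate genes, polypeptide and ghrelin cells, acinar cells, duct cells, endothelial cells, immune cells, mesenchymal and Schwann cells, immediate early and dissociation genes, proliferation, and hypoxia and glycolysis.

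The text names 19 genes fixed in advance, for each cell type the 8 largest rises and 8 largest falls among genes past the threshold with at least 5 CPM in a group and no overlap between control and IFNγ libraries, up to 4 members past the threshold per list with the smallest p, up to 6 genes per difference in response, and 5 genes each way with at least 100 CPM per comparison of control cells. Other genes named are said to have been chosen after their values were seen. Not every gene that the rule gives is described in full.

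Single marker levels were compared with two-sided exact permutation tests, which with 3 against 3 libraries cannot give a p under 0.1. Overlaps of called genes were compared with the number that independent lists of those sizes share by chance. The 3 cell types share no libraries, so these overlaps have no common controls. Part of the libraries of different cell types share a date, and the number shared by chance takes no account of this. Counts of genes and lists were recomputed after regrouping the libraries, over all 10 splits of 3 against 3, or over 100 draws with a fixed seed for comparisons across cell types. The tests were run on simulated counts with 200 genes changed by known folds before use. With IFNγ in alpha, beta and delta cells, simulated 4-fold changes were recovered for 69.7%, 68.2% and 75.8% of genes and 2-fold changes for 28.4%, 16.4% and 11.9%, and 1.49%, 1.75% and 3.28% of calls were false. In the simulated differences of response, 4-fold differences were recovered for 48.5% and 43.9% of genes between alpha and beta cells in 2 simulations and for 37.9% between delta and beta cells, and 0%, 6.25% and 3.57% of these calls were false.

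Alternatives were DESeq2 1.42.0, DESeq2-style size factors (RLE) in edgeR, no low-count filter, the replicate number as a block, the date as a fixed term, limma-voom without and with the date as a random block, only the compared groups in the fit, unrounded counts, effective lengths as offsets, hormone and mitochondrial genes left out, robust dispersion, a test against a minimum fold of 1.5 (glmTreat), the stricter threshold, other list tests, and each library left out in turn. After the data were seen, further alternatives were added: offsets for the trend of each library on gene GC content (a spline with 5 degrees of freedom) or on transcript length, each also without 1 alpha library, the pair of libraries that stood apart left out, the 8 alpha and beta libraries of the 2 dates with both treatments of both cell types, adjustment of response differences over only the genes higher in at least 1 cell type, and DESeq2 at the stricter threshold. No library was left out of the values in the report. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.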

Results

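RNA was measured in 18 libraries of mouse islet alpha, beta and delta cells, with 3 control and 3 IFNγ libraries for each cell type. IFNγ is a cytokine of T cells and natural killer cells, and it was given to the islets at 5 ng/mL for 20 h before the cells were sorted. Replicates 1 to 3 held 8062219, 8865166 and 8163670 expected counts in alpha control, 10929016, 10683076 and 10894966 in alpha IFNγ, 8638670, 8807651 and 6584262 in beta control, 7659135, 10171066 and 8756107 in beta IFNγ, 8364653, 7379061 and 8809998 in delta control, and 6297180, 6128845 and 11531734 in delta IFNγ. The file names carried 9 dates, and 5 libraries were alone on their date. A pair of dates held both treatments of alpha and of beta cells, and no date held both treatments of delta cells. Genes are given by their symbols and GRCm38 positions, for example Cd274 (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095), B2m (ENSMUSG00000060802, chromosome 2, 122147686 to 122153083) and Iigp1 (ENSMUSG00000054072, chromosome 18, 60376027 to 60392634). Adjusted p-values on genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 17338 genes, levels are CPM as mean ± SD, and n = 3 libraries per group throughout.

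The hormone genes and the genes of the sort gate answered whether the sorted fractions held the intended cells. The glucagon gene Gcg had 94790 ± 20300 CPM in control alpha cells, 1425 ± 1430 in control beta cells and 862 ± 1220 in control delta cells. The insulin gene Ins2 had 28160 ± 2460 CPM in control beta cells, 2955 ± 3120 in control alpha cells and 104 ± 80.5 in control delta cells. The somatostatin gene Sst had 28470 ± 11900 CPM in control delta cells, 32.2 ± 36.6 in control alpha cells and 41.5 ± 36.5 in control beta cells. Cd24a, which encodes the surface protein used to sort delta cells, had 842, 808 and 1279 CPM in the delta control libraries and at most 7.55 CPM in an alpha or beta control library. Tfrc, the gene of the transferrin receptor CD71, averaged 69.4 CPM in control alpha, 121 in control beta and 105 in control delta cells. The gene of the leukocyte marker CD45, Ptprc, and that of the endothelial marker CD31, Pecam1, stayed at or under 0.932 CPM in the mean of each control group. The 27 genes of the acinar list summed to 3533 CPM in beta control 1 against 175 and 51.4 CPM in beta controls 2 and 3, and to 6105 CPM in delta control 3 against 1989 and 2246 CPM in delta controls 1 and 2. Gcg also stood at 2263 CPM in delta control 3 against 77.6 and 246 CPM in the other two. Beta control 3 had 625 CPM of Slc2a2 against 150 and 210 in beta controls 1 and 2, 489 CPM of Mafa against 157 and 182, and 282 CPM of Fos against 14.8 and 50.7. Ribosomal RNA took 4.999% to 28.4% of the alpha libraries, 7.74% to 36.7% of the beta libraries and 5.60% to 11.6% of the delta libraries, and mitochondrial transcripts took between 1.80% and 9.46% of a library.

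**Figure D1:**
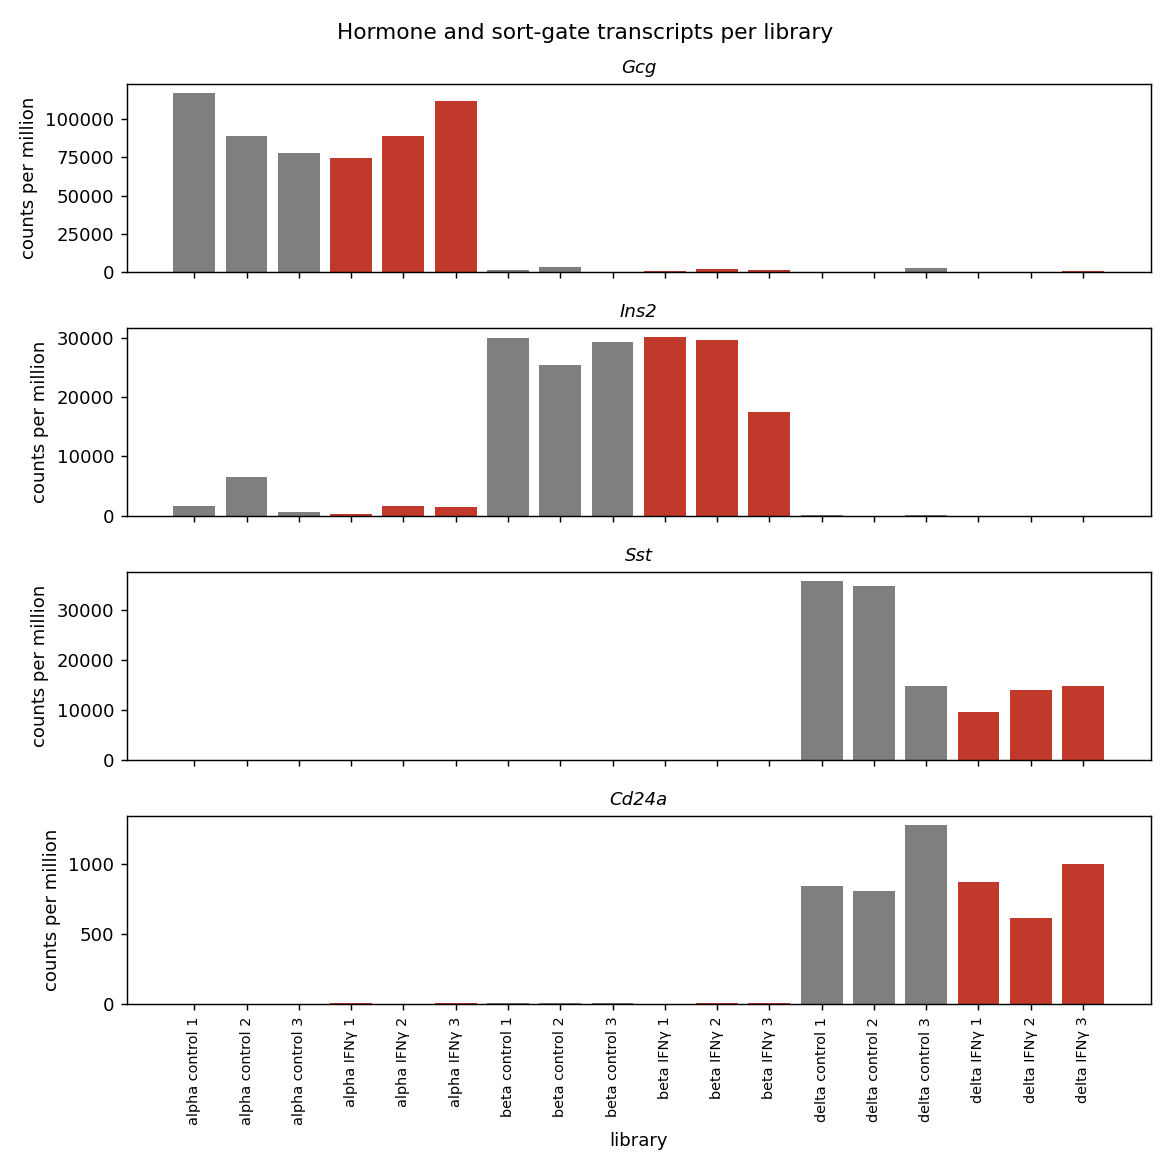
Hormone and sort marker levels in CPM per library, with 1 bar per library in 6 groups of 3, for Gcg, Ins2, Sst and Cd24a. In the controls, Gcg averages 94790 CPM in alpha cells, Ins2 28160 CPM in beta cells and Sst 28470 CPM in delta cells.

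Libraries of the same group differed in how their counts followed the GC content of genes. The median deviation from the gene mean over the 3838 genes of lowest GC content minus that over the 3838 of highest, on the log2 scale, was 0.996 and 0.875 in alpha IFNγ 1 and 3 and -0.573 in alpha IFNγ 2. It lay between -0.764 and -0.479 in the alpha controls, between -0.706 and 0.249 in the beta controls, and between -0.681 and -0.359 in the beta IFNγ libraries. Delta controls 1 and 2 had -0.108 and -0.062 and delta control 3 had 0.88, beside 0.79, 0.388 and 0.856 in the delta IFNγ libraries.

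The first comparison asked how alpha cells, the glucagon-secreting cells, responded to IFNγ. In alpha cells 163 genes were higher and 6 lower with IFNγ, 131 of the higher ones at an adjusted p under 0.01. DESeq2 called 391 higher and 148 lower, limma-voom 147 and 23, and 3751 genes had an unadjusted p under 0.05 in edgeR. The counts rested in part on single libraries: 1798 genes were higher and 1959 lower without alpha IFNγ 2, and the number lower was 13 without delta control 3, 11 without delta IFNγ 3, 3 without alpha control 2 and 0 without alpha IFNγ 1. On the pair of dates with both treatments, the median log2 differences were 2.48 and 2.57 for the 163 genes and -1.89 and -2.22 for the 6, which is no separate test, since the genes were called on these libraries.

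Irf1, the gene of an interferon regulatory transcription factor, rose from 37.7 ± 3.74 to 139 ± 13.3 CPM in alpha cells (log2 fold change 1.88, SE 0.22, adjusted p = 2.07e-05). Cd274, which encodes the checkpoint ligand PD-L1, rose from 15.2 ± 3.58 to 163 ± 49.4 CPM (3.43, SE 0.30, adjusted p = 4.05e-07). B2m, the light chain of MHC class I, rose from 25.5 ± 0.716 to 1672 ± 890 CPM (6.03, SE 0.44), and the class I heavy chain genes H2-K1 and H2-D1 rose by log2 fold changes of 1.80 and 1.75. The chemokine gene Cxcl10 rose by 4.88 (SE 0.60) to 15.3 ± 2.04 CPM. Igtp and Irgm2, neighbouring GTPases of defence against intracellular pathogens whose annotated spans overlap, rose by 5.08 and 3.64, and Parp14, an ADP-ribosyltransferase, rose by 2.44. Cd74, the invariant chain of MHC class II, rose from 0.824 ± 0.63 to 45.8 ± 21.7 CPM (5.70, SE 0.49). Among the largest rises were genes with no count in the control libraries: the GTPase gene Iigp1, with 565 ± 355 CPM, was at least 4430-fold higher, Gm4951 at least 441-fold, 9930111J21Rik2 at least 437-fold, F830016B08Rik at least 397-fold, Gm4841 at least 114-fold and Gm5970 at least 70.3-fold. Gm4951 and Gm5970 overlap, and Gm4951, Gm4841 and 9930111J21Rik2 have near-identical copies, so their shares of reads are uncertain. BC023105 had 1 control count and a ratio of 7160 (95% counting interval 1280 to 283000), and the GTPase gene Tgtp1 rose by 10.17 (SE 0.50). The genes of the IFNγ receptor did not pass, with log2 fold changes of 0.24 for Ifngr1 (adjusted p = 0.55) and 0.61 for Ifngr2 (0.31). Gcg (-0.05, adjusted p = 0.984), Ins1, Ins2, Sst, the secreted glycoprotein gene Spp1 and the amylase gene Amy1 did not pass either, with adjusted p between 0.171 and 0.984.

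The falls in alpha cells were few. Sdk2, an adhesion molecule of synapses, fell from 110 ± 22.7 to 39.2 ± 20.4 CPM (-1.49, SE 0.33, adjusted p = 0.0264), and this call was lost without alpha control 1, alpha control 2, alpha IFNγ 1 or alpha IFNγ 3 (adjusted p 0.0524 to 0.16). Nme3, a nucleoside diphosphate kinase gene that overlaps genes on both strands, fell by 1.28 on the log2 scale (adjusted p = 0.0488), and the call was lost without any 1 of 14 libraries, that is all but alpha control 1, alpha IFNγ 2, delta control 3 and beta IFNγ 3 (0.0567 to 0.313), and with the date as a fixed term (-1.12, SE 0.37 against 0.3). The histone gene Hist2h2aa2, which overlaps Gm20632 on the other strand, had 241 control counts and 0 with IFNγ, at least 108-fold lower (adjusted p = 0.0453). That call was lost without any alpha control, alpha IFNγ 1 or 3, beta control 2 or any beta IFNγ library (0.057 to 0.166). The other 3, chosen after their values were seen, were Fbxl7 (-1.96, adjusted p = 0.0215), Recql4, a DNA helicase gene (-2.88, 0.0229), and Gcat, with 0 against 54 counts (0.0245). Among all genes that the naming rule gave for alpha cells, higher or lower, 2 calls were lost with GC offsets and 2 with limma-voom. On the pair of dates with a date block 3 were lost.

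Of the 27 fixed gene lists, 10 were higher with IFNγ in alpha cells by camera. Of 19 interferon-inducible GTPases, 18 rose (18 adjusted over the list alone), with a median log2 fold change of 6.07 (5.85 with genes near 0 at their bound), among them Irgm1 (4.48), Gbp4 (7.34) and Gbp6 (6.07), and the guanylate-binding protein genes share near-identical copies. Of 47 antiviral interferon-stimulated genes, 30 rose (39 adjusted over the list alone, median 1.85), such as the nucleic acid sensor gene Zbp1 (6.26), Oasl2 (4.29), Rtp4 (4.90) and the apoptosis-associated Xaf1 (3.19). Of 27 genes of MHC class I presentation, 16 rose (20 adjusted over the list alone, median 1.37), with H2-Q7 at 5.63, H2-Q6 at 4.77 and the peptide transporter gene Tap1 at 2.94. MHC class II presentation had 5 of 10 higher (6 adjusted over the list alone, median 3.63, or 2.82 with bounds), with the chain genes H2-Aa (6.48), H2-Eb1 (5.16) and H2-Ab1 (ratio 166, interval 29.4 to 6570). Interferon regulatory transcription factors had 5 of 11 higher (8 adjusted over the list alone, median 1.88, or 1.81 with bounds), with Irf9 (1.26), Nlrc5, the activator of MHC class I genes (3.55), and Irf8 (ratio 60.9, interval 10.6 to 2440), whose call was lost without alpha control 3 (adjusted p = 0.0517). The receptor and JAK-STAT list had 2 of 20 higher (6 adjusted over the list alone, median 0.27), among them Stat2 (1.88). Immune checkpoint and regulation had 4 of 15 higher (9 adjusted over the list alone, median 0.97), with Il18bp, which encodes the decoy of interleukin 18 (2.37), Serpinb9, a granzyme inhibitor gene (1.54), and Serpina3f (6.40, with its control counts in alpha control 1 alone). Complement had 3 of 12 higher (7 adjusted over the list alone, median 1.62), the protease genes C1ra (4.75) and C2 (2.44) and the inhibitor gene Serping1 (1.47). Cell death had 4 of 28 higher (6 adjusted over the list alone, median 0.43, or 0.41 with bounds), with the death ligand gene Tnfsf10 (4.55), the necroptosis effector gene Mlkl (2.35), Apol9a (ratio 177, interval 31.4 to 7010) and Apol9b (ratio 42, interval 11.4 to 351). Chemokines and adhesion had 2 of 9 higher (4 higher and 1 lower adjusted over the list alone, median 0.76), Cxcl10 and Csf1, a macrophage growth factor gene (1.53), and this list was not past the threshold with an estimated correlation (adjusted p = 0.0142 by camera, adjusted p = 0.113 with an estimated correlation). The other 9 held, at adjusted p of 1.48e-06 to 0.0315 with an estimated correlation. Lower by camera were beta cell identity (median -0.48, adjusted p = 0.0199) and acinar cells (-1.24, 0.0314), with adjusted p = 0.536 and 0.802 with an estimated correlation and no member past the threshold. Alpha control 2 held the most RNA of beta cell genes among the alpha controls. Ins2 stood at 1728, 6503 and 633 CPM in alpha controls 1 to 3 and at 291, 1637 and 1577 CPM with IFNγ. Mafa stood at 9.88, 43.4 and 6.95 CPM in these controls and at 0.949, 9.63 and 16.3 CPM with IFNγ. Whether alpha control 2 carried the fall of the beta cell list was not tested. The remaining 15 lists did not pass (adjusted p 0.0789 to 0.888) and held no called gene: NF-kB and oxidative stress, unfolded protein response, alpha cell identity, delta cell identity, granule and secretion machinery, type 1 diabetes autoantigens, sort gate genes, polypeptide and ghrelin cells, duct, endothelial, immune, mesenchymal and Schwann cells, immediate early and dissociation genes, proliferation, and hypoxia and glycolysis. Median, mean and test differed in sign for the duct, endothelial and hypoxia lists.

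**Figure D2:**
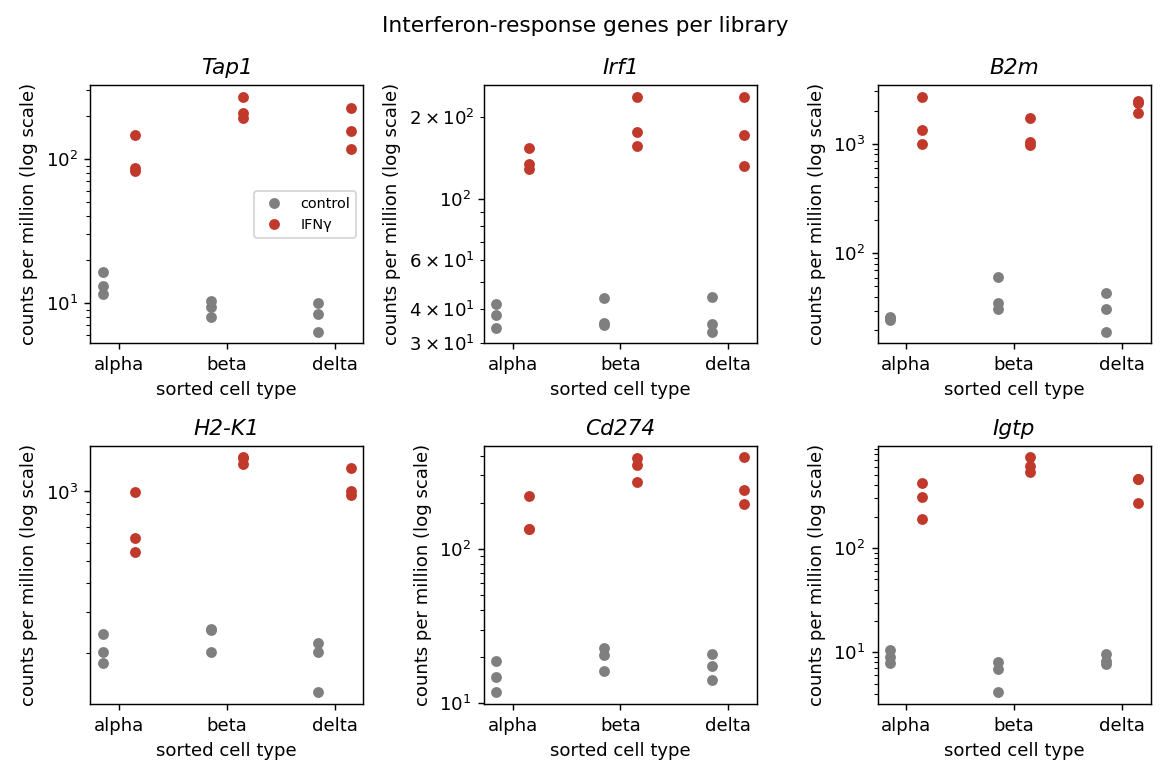
Levels of Tap1, Irf1, B2m, H2-K1, Cd274 and Igtp in CPM on a log axis, 1 point per library, 3 control and 3 IFNγ libraries for each cell type. In each panel the IFNγ libraries lie above the control libraries, with Irf1 at 139, 190 and 180 CPM on average in IFNγ alpha, beta and delta cells.

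The second comparison asked the same of beta cells, which make insulin. In beta cells 183 genes were higher with IFNγ, 148 of them at an adjusted p under 0.01, and 1 was lower. DESeq2 called 214 higher and 3 lower, limma-voom 182 and 0, and 738 genes had an unadjusted p under 0.05 in edgeR. The 1 lower gene, Dbndd2, chosen after its value was seen, fell from 69 to 20 counts over the group (-1.79, SE 0.41, adjusted p = 0.033). The number lower was 0 without delta control 1, beta IFNγ 2 or beta IFNγ 3, and 2 without delta IFNγ 1. It was 27 with the date as a fixed term and 21 on the 2 dates with a date block. On the pair of dates with both treatments, the median log2 differences of the 183 genes were 2.49 and 2.70 and those of Dbndd2 -1.61 and -1.87, again among genes called on these libraries.

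Irf1 rose from 38.0 ± 4.87 to 190 ± 41.9 CPM in beta cells (log2 fold change 2.32, SE 0.22, adjusted p = 1.16e-06). Cd274 rose from 19.9 ± 3.31 to 336 ± 60.6 CPM (4.08, SE 0.30, adjusted p = 3.77e-08). B2m rose from 42.3 ± 15.9 to 1239 ± 413 CPM (4.87, SE 0.41), H2-K1 by 2.54 and H2-D1 by 2.51. Cxcl10 rose by 4.98 (SE 0.58) to 26.2 ± 13 CPM, Igtp by 6.62, Irgm2 by 5.53 and Parp14 by 2.82. Cd74 had 2 counts in the controls and a ratio of 573 (interval 158 to 4740). Iigp1 reached 1178 ± 483 CPM (ratio 13800, interval 3820 to 114000), BC023105 had a ratio of 10200 (1820 to 401000) and Tgtp1 of 6160 (2110 to 29900). With no control count, F830016B08Rik was at least 1730-fold higher, Gm43302, which overlaps Gbp6 and Gbp10, at least 1420-fold, Gm4841 at least 484-fold, 9930111J21Rik1 at least 281-fold and Gm4951 at least 180-fold. The log2 fold changes of Ifngr1 and Ifngr2 were 0.01 and -0.29. Ins1 (12600 ± 2130 against 11290 ± 409 CPM, -0.16) and Ins2 (28160 ± 2460 against 25760 ± 7150 CPM, -0.13) did not pass, nor did Gcg, Sst, Spp1 and Amy1, all at an adjusted p of 1 as printed.

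The 10 lists higher in alpha cells were also higher in beta cells by camera. The GTPases had 18 of 19 higher (19 adjusted over the list alone, median 6.62, or 6.25 with bounds; adjusted p = 3.26e-08 with an estimated correlation), with Gbp4 at 10.12. Antiviral genes had 38 of 47 higher (43 adjusted over the list alone, median 2.34), with Zbp1 at 7.23, Ifit3 at 6.25, Rtp4 at 3.70 and Xaf1 at 3.44. MHC class I presentation had 19 of 27 higher (23 adjusted over the list alone, median 2.51), with Tap1 at 4.60, H2-Q6 at 6.03, H2-Q7 at 5.67 and H2-Q4 at 3.48. MHC class II presentation had 6 of 10 higher (7 adjusted over the list alone, median 4.74, or 4.40 with bounds), with H2-Aa (ratio 682, interval 122 to 27000) and with H2-Ab1 and the peptide-loading gene H2-DMb1 at least 73.3-fold and 53.4-fold higher. Interferon regulatory transcription factors had 9 of 11 higher (9 adjusted over the list alone, median 3.05), with Irf7 (3.44), Nlrc5 (4.18) and Irf9 (1.57). The receptor and JAK-STAT list had 4 of 20 higher (4 adjusted over the list alone, median 0.14), among them Stat2 (2.37) and the feedback inhibitor genes Socs1 (3.82) and Usp18 (2.28). Immune checkpoint and regulation had 5 of 15 higher (8 adjusted over the list alone, median 1.03), with Il18bp (3.22), Socs1 and Lgals9, the gene of galectin 9 (4.89). Complement had 3 of 12 higher (4 adjusted over the list alone, median 0.66, or -0.01 with bounds), Serping1 (3.11), C1ra (4.95) and C2 (2.63). Cell death had 5 of 28 higher (9 adjusted over the list alone, median 0.35), with Tnfsf10 (4.06), Mlkl (3.19), Apol9a (ratio 142, interval 39 to 1180) and Apol9b (ratio 158, interval 28 to 6290). Chemokines and adhesion had 1 of 9 higher, Cxcl10 (2 adjusted over the list alone, median 0.06, which changed sign with GC offsets), at adjusted p = 0.00926 by camera and adjusted p = 0.0909 with an estimated correlation. The other 9 held with an estimated correlation. Acinar cells was lower by camera (median -2.85, adjusted p = 0.000259; adjusted p = 0.739 with an estimated correlation). Beta control 1 carried this fall: the list summed to 3533, 175 and 51.4 CPM in the controls and 267, 36.5 and 290 CPM with IFNγ, and without beta control 1 its median was 0.98. The other 16 lists, beta cell identity (median -0.14, adjusted p = 0.204) and the 15 that did not pass in alpha cells, had adjusted p of 0.161 to 0.975 and no called gene. Median, mean and test differed in sign for 6 of them: unfolded protein response, alpha cell identity, granule and secretion machinery, polypeptide and ghrelin cells, immune cells, and mesenchymal and Schwann cells.

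The third comparison was that of delta cells, which release somatostatin. In delta cells 209 genes were higher with IFNγ (164 at an adjusted p under 0.01) and 32 lower (7 at that level). DESeq2 called 288 higher and 92 lower, limma-voom 227 and 25, and 2021 genes had an unadjusted p under 0.05 in edgeR. The number lower was 18 without delta control 2, 16 without delta IFNγ 1, 74 without delta IFNγ 3, 50 without alpha IFNγ 1 and 51 without alpha IFNγ 2. No date held both treatments, so no value within a date can be given for delta cells. Delta controls 1 and 2 and delta IFNγ 2 and 3 were each alone on their date. With the date as a fixed term, the delta response thus rests on delta IFNγ 1 against delta control 3. Calls lost or kept in that fit therefore decide nothing about delta cells, and effect sizes are given. Among the genes below that the naming rule gave, 20 whose calls were lost there are listed. Among the higher genes these were Irf7, Irf9, Parp14, Cxcl10, Csf1, Il15ra, Tnfsf10, Mlkl, Apol9b, C1ra, C2, C4b and Serpina3f. Among the lower ones they were Ugt1a6a, Bhlha15, Lonrf2, Pappa2, Papss2, Ky and Fam167a. The 20 leave out Gm21988, which reversed, and the lower genes chosen after their values were seen. Of the 32 lower genes, 31 had a log2 fold change below 0 in that fit. The log2 fold changes of the 20 genes were 0.43 to 1.62 times those of the fit without the date (median 0.8), and their SEs 1.03 to 2.14 times as large (median 1.77). In 10 of the 20 the log2 fold change stayed at 0.8 times or more, such as Irf9 (1.64 against 1.80), C4b (5.43 against 4.52) and Bhlha15 (-1.23 in both), and in 2 it fell under 0.5 times, Cxcl10 (1.72 against 3.70) and Serpina3f (0.43 times).

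Irf1 rose from 37.3 ± 5.82 to 180 ± 52.5 CPM in delta cells (log2 fold change 2.27, SE 0.22, adjusted p = 1.45e-06). Cd274 rose from 17.6 ± 3.35 to 277 ± 103 CPM (3.97, SE 0.30, adjusted p = 4.77e-08). B2m rose from 31.4 ± 12.1 to 2214 ± 284 CPM (6.14, SE 0.44), H2-K1 by 2.54 and H2-D1 by 2.41. Cd74 rose from 0.676 ± 0.171 to 239 ± 61.3 CPM (8.43, SE 0.52). Cxcl10 rose by 3.70 (SE 0.64) to 4.14 ± 1.91 CPM, Igtp by 5.55, Irgm2 by 4.85, Parp14 by 2.75 and Tgtp1 by 10.03. With no control count, Iigp1 was at least 7460-fold higher, BC023105 at least 2750-fold, F830016B08Rik at least 687-fold, Gm4951 at least 558-fold, Gm12250 at least 476-fold, 9930111J21Rik1 at least 206-fold and Gm4841 at least 161-fold. Sst stood at 35920, 34770 and 14720 CPM in the control libraries and 9561, 14000 and 14820 CPM in the IFNγ libraries, and it did not pass (-1.15, SE 0.91, adjusted p = 0.656; exact permutation p = 0.2). Ifngr1 (-0.17), Ifngr2 (0.12), Ins1 (-2.10), Ins2 (-2.55), Gcg (-1.81), Spp1 (-0.42) and Amy1 (0.51) did not pass, with adjusted p of 0.17 to 0.928.

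Among the genes lower in delta cells, Ugt1a6a, a glucuronidation enzyme gene whose exons overlap those of its family, fell from 22.6 ± 2.14 to 6.10 ± 1.12 CPM (-1.88, SE 0.29, adjusted p = 0.00055). Bhlha15, a transcription factor gene of secretory cells and the 1 called member of the acinar list, fell by 1.23 on the log2 scale (SE 0.21, adjusted p = 0.00214), and Lonrf2 fell by 1.44 (SE 0.26, adjusted p = 0.00348). Pappa2, a protease gene for insulin-like growth factor binding proteins, fell from 69.6 ± 13.1 to 19.7 ± 9.88 CPM (-1.81, SE 0.39, adjusted p = 0.0181), a call lost without delta control 2 or 3 or delta IFNγ 1 or 2 (0.054 to 0.137). Papss2, which makes the sulfate donor of the cell, fell by 1.79 (adjusted p = 0.0248) and its call was lost without delta control 2 or 3 or any delta IFNγ library (0.0584 to 0.134). Ky, a muscle protein gene, fell by 2.00 (adjusted p = 0.019), lost without delta control 1 or 3 or delta IFNγ 1 or 3 (0.0638 to 0.0849), and Fam167a fell by 1.48 (adjusted p = 0.0181), lost without delta control 1 or delta IFNγ 1 or 2 (0.0572 to 0.122). Gnai1, an inhibitory G protein gene, fell by 1.49 (adjusted p = 0.0411), and by 0.82 without delta control 3, which had the most acinar and alpha cell RNA. Its call was lost without delta control 3, delta IFNγ 1 or 2, any alpha control or any beta library (0.053 to 0.219). Gm21988, which overlaps Rnasek, fell by 2.01 (adjusted p = 0.0498), lost without any 1 of 12 libraries, that is all but delta control 3, delta IFNγ 1, alpha IFNγ 1 and 2, beta control 3 and beta IFNγ 3 (0.0536 to 0.236), and its log2 fold change was 0.10 with the date as a fixed term. Chosen after their values were seen, Ntrk2, a neurotrophin receptor gene, fell by 2.81, the amino acid transporter gene Slc7a8 by 0.97 and the ceramide synthase gene Cers6 by 1.00. The lysosomal glucuronidase gene Gusb fell by 0.93 and Fkbp9, a protein-folding enzyme gene of the endoplasmic reticulum, by 0.73. These genes were not followed one by one over the alternatives. With the date as a fixed term, which rests on delta IFNγ 1 against delta control 3, 31 of the 32 had a log2 fold change below 0.

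The same 10 lists were higher in delta cells by camera, and all 10 held with an estimated correlation (adjusted p 3.16e-07 to 0.00299). The GTPases had 17 of 19 higher (18 adjusted over the list alone, median 6.40), with Gbp4 at 8.81 and Gbp6 at 6.40. Antiviral genes had 38 of 47 higher (43 adjusted over the list alone, median 2.44), with Zbp1 at 6.69, Ifit2 at 6.20, Oasl2 at 5.10 and Xaf1 at 3.91. MHC class I presentation had 19 of 27 higher (24 adjusted over the list alone, median 2.15), with H2-Q7 and H2-Q6 at 7.09, Tap1 at 4.34 and H2-Q4 at 3.57. MHC class II presentation had 6 of 10 higher (7 adjusted over the list alone, median 5.11), with H2-Eb1 at 6.56, H2-Aa (ratio 828, interval 283 to 4020) and H2-DMb1 (ratio 458, interval 81.8 to 18100). Interferon regulatory transcription factors had 9 of 11 higher (9 adjusted over the list alone, median 2.97), with Nlrc5 at 4.72, Irf7 at 2.97 and Irf9 at 1.80. The receptor and JAK-STAT list had 5 of 20 higher (5 adjusted over the list alone, median 0.09), with Stat2 (2.88), Socs1 (4.57) and Usp18 (2.38). Immune checkpoint and regulation had 5 of 15 higher (8 adjusted over the list alone, median 0.89), with Il18bp (2.95), Socs1 and Serpina3f (ratio 79.8, interval 21.7 to 665). Complement had 4 of 12 higher (5 adjusted over the list alone, median 1.88), with Serping1 (2.82), C1ra (3.50), C4b (4.52) and C2 (2.17), whose call was lost without delta control 1 (adjusted p = 0.0592). Cell death had 4 of 28 higher (9 adjusted over the list alone, median 0.38), with Tnfsf10 (2.78), Mlkl (2.96), Apol9a (ratio 331, interval 59 to 13100) and Apol9b (at least 60.4-fold). Chemokines and adhesion had 3 of 9 higher (4 adjusted over the list alone, median 1.09), Cxcl10, Csf1 (2.49) and the interleukin 15 receptor gene Il15ra (1.09), lost without delta control 2 or 3 or delta IFNγ 2 (0.0719 to 0.117). Lower by camera were beta cell identity (median -0.47, adjusted p = 0.00114; adjusted p = 0.263 with an estimated correlation) and type 1 diabetes autoantigens (-0.49, adjusted p = 0.017; adjusted p = 0.431 with an estimated correlation), with no called member. By fry, polypeptide and ghrelin cells were lower (median -0.77, adjusted p = 0.0168; 0.0772 by camera), with Ppy at 1958 against 1149 CPM and Pyy at 4357 against 1947 CPM in control and IFNγ. The remaining 15 lists had camera adjusted p of 0.0536 to 0.995, the lowest for immediate early and dissociation genes (median 0.57), and acinar cells had a median of -0.64 (0.129). Median, mean and test differed in sign for the sort gate and duct lists.

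Whether the cell types shared their responses was asked from the overlap of the called genes. Alpha and beta cells shared 129 higher genes where independent lists of these sizes share 1.72, delta and beta cells shared 158 (2.206 by chance) and delta and alpha cells 135 (1.965 by chance). In all 3 cell types 125 genes were higher, out of 258 higher in at least 1, and 47 were higher in exactly 2 of them. With the date as a fixed term the delta response rests on delta IFNγ 1 against delta control 3, so no count for all 3 is given. At an adjusted p under 0.01, 106 of 188 were higher in all 3. The 86 genes higher in 1 cell type alone numbered 24 in alpha, 21 in beta and 41 in delta cells, and a call in 1 cell type alone does not show a different response. Of the 34 genes higher in alpha and not beta cells, 17 had an unadjusted p under 0.05 in beta cells, and of the 54 higher in beta and not alpha cells, 35 had one in alpha cells. Across the genes higher in at least 1 cell type, leaving out genes near 0, the log2 fold changes of alpha and beta cells had Pearson's r of 0.875 over 209 genes, those of delta and beta cells 0.907 over 214 and those of delta and alpha cells 0.888 over 216. Over all 258 genes, with those near 0, r was 0.84, 0.841 and 0.81 for these pairs. Over all tested genes it was 0.287, 0.411 and 0.52, and over the genes outside the 258 -0.021, 0.086 and 0.354. The high values thus hold for genes selected as higher. These correlations are across genes, which are not independent replicates. Over the 125 genes, the median log2 fold change was 3.23 in alpha, 3.62 in beta and 3.63 in delta cells, also with genes near 0 at their bound. The 32 genes lower in delta cells and the 6 lower in alpha cells had 0 in common in edgeR, and 16 of the 32 had an unadjusted p under 0.05 in alpha cells.

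**Figure D3:**
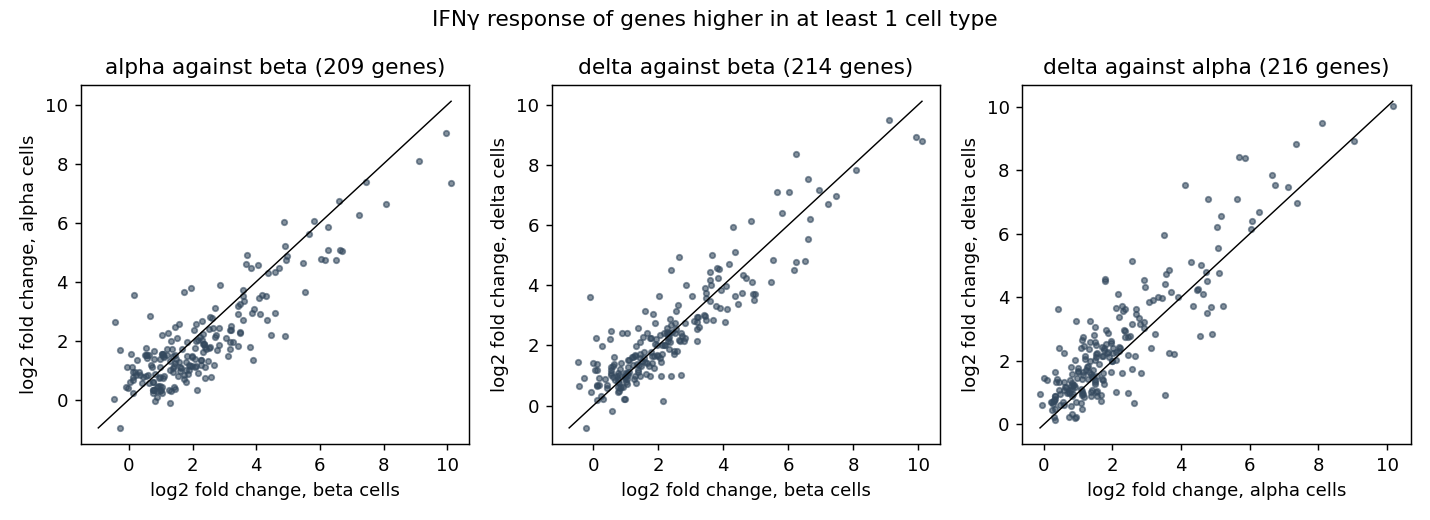
Log2 fold changes with IFNγ of genes higher in at least 1 cell type, without genes near 0, 1 point per gene, for alpha against beta (209 genes), delta against beta (214) and delta against alpha cells (216). The line marks equal response, and Pearson's r across these selected genes is 0.875, 0.907 and 0.888. With genes near 0 it is 0.84, 0.841 and 0.81 over 258 genes, against 0.287, 0.411 and 0.52 over all tested genes.

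Whether a gene responded differently in 2 cell types was tested on the difference of the responses itself. In edgeR 0 genes passed for each pair, with 2305 genes at an unadjusted p under 0.05 between alpha and beta cells, 822 between delta and beta cells and 783 between delta and alpha cells. DESeq2 gave 6, 4 and 4 genes and limma-voom 0, 0 and 1. With the date as a fixed term in edgeR the count between alpha and beta cells was 1. The delta response in that fit rests on delta IFNγ 1 against delta control 3, so its counts are not given. Without the low-count filter the counts were 539, 152 and 106. Without alpha IFNγ 2 the edgeR counts were 1375, 1 and 3. The smallest p between alpha and beta cells was that of Irgm2, with a difference of -1.88 (SE 0.33) between responses of 3.64 and 5.53 (adjusted p = 0.338). Between delta and beta cells it was that of Csf1, with 1.93 (SE 0.36, adjusted p = 0.681), and between delta and alpha cells that of Rtp4, with -2.06 (SE 0.35, adjusted p = 0.202). By camera, 3 lists differed between alpha and beta cells, 2 between delta and beta cells and 7 between delta and alpha cells, and 0 of these 12 with an estimated correlation or by fry. MHC class I presentation had a median difference of -0.75 between alpha and beta cells (adjusted p = 5.44e-05; adjusted p = 0.448 with an estimated correlation) and of 0.52 between delta and alpha cells (1.41e-08; adjusted p = 0.0976 with an estimated correlation). The other lists had adjusted p of 0.0798 to 0.953, 0.0749 to 0.987 and 0.0659 to 0.723 for the 3 pairs, with 5, 8 and 5 lists whose median, mean and test differed in sign.

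The control libraries were compared to ask how the cell types differed without IFNγ. Between control alpha and beta cells, 1657 genes were higher in alpha and 1753 in beta cells, and 2235 of both kinds passed without alpha control 3. Gcg (6.06, SE 1.32, adjusted p = 0.00284), Irx1, a homeobox gene of alpha cells (6.04), the kinase gene Pdk4 (6.04), the Wnt inhibitor gene Sfrp5 (6.15) and the imprinted gene Peg10 (6.34) were higher in alpha cells. Higher in beta cells were Ucn3, a peptide hormone gene of mature beta cells (-4.17), the glucose transporter gene Slc2a2 (-5.25), the incretin receptor gene Glp1r (-4.36) and Gm17767 (-5.64). Ctrb1, an acinar protease gene, was also higher in beta cells (-4.69, SE 1.51, adjusted p = 0.0349), at 388 CPM in beta control 1 against 6.67 and 0.152 CPM in the others, with 0.49 as its log2 fold change without beta control 1, and the call was lost without alpha control 1, 2 or 3 (0.0714 to 0.13). Alpha cell identity had 12 of 17 genes higher in alpha cells (13 adjusted over the list alone, median 3.22, adjusted p = 0.00543 with an estimated correlation), and polypeptide and ghrelin cells had 3 of 5 (3 adjusted over the list alone, median 2.99, 0.011). Beta cell identity had 16 of 29 genes higher in beta and 1 in alpha cells (16 and 1 adjusted over the list alone, median -2.10, adjusted p = 4.42e-06; adjusted p = 0.23 with an estimated correlation). Unfolded protein response (16 of 24 higher in beta cells, median -1.07), acinar cells (21 of 26, median -4.98) and sort gate genes (2 of 5, median -0.80) were lower in alpha cells by camera at adjusted p of 1.81e-09, 0.00701 and 0.0325, and at adjusted p = 0.239, 0.796 and 0.492 with an estimated correlation. The acinar median was -0.81 without beta control 1. The other 21 lists had adjusted p of 0.116 to 0.986, and 7 of them had a median, mean and test of different sign.

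Between control delta and beta cells, 1980 genes were higher in delta and 1580 in beta cells, so that 55.6% were higher in delta cells, against 44.0% with GC offsets and 45.8% with transcript length offsets, which moved the median of all genes by -0.11. Sst (9.42, SE 1.30), the delta cell homeobox gene Hhex (9.49, SE 0.52), the ghrelin receptor gene Ghsr (8.50), the phosphatase gene Ptprz1 (9.60) and the membrane protein gene Gpm6a (8.48) were higher in delta cells. Ins1 (-8.18), Ins2 (-8.08), Ucn3 (-8.82), the insulin gene activator Mafa (-8.26) and Tmem215 (-7.15) were higher in beta cells. Delta cell identity had 8 of 10 genes higher in delta cells (8 adjusted over the list alone, median 6.67, adjusted p = 9.48e-06 with an estimated correlation). Beta cell identity had 18 of 29 lower and 2 higher (20 and 2 adjusted over the list alone, median -2.50, adjusted p = 2.34e-13; adjusted p = 0.0505 with an estimated correlation). By camera alone, sort gate genes (1.45), polypeptide and ghrelin cells (3.52), acinar cells (1.23), duct cells (1.54) and immune checkpoint and regulation (0.41) had higher medians in delta cells, and unfolded protein response (-0.50), granule and secretion machinery (-0.47), type 1 diabetes autoantigens (-1.30) and proliferation (-1.38) lower ones, at adjusted p of 0.000107 to 0.0294 and at adjusted p = 0.125 to 0.707 with an estimated correlation. The acinar median was 5.14 without beta control 1. The other 16 lists had adjusted p of 0.0652 to 0.981, with signs that differed in 5.

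Between control delta and alpha cells, 1897 genes were higher in delta and 1520 in alpha cells, so that 55.5% were higher in delta cells, against 50.6% with GC offsets and 47.4% with transcript length offsets. Hhex had no count in the alpha controls and was at least 1630-fold higher in delta cells, Ghsr had a ratio of 1410 (interval 391 to 11700) and the transcription factor gene Mef2c one of 1190 (330 to 9870). The growth factor gene Bmp3 (10.14, SE 0.56) and Ptprz1 (10.24, SE 0.80) were higher in delta cells. Ttr, which encodes transthyretin (-6.80), Gcg (-6.78), Pdk4 (-6.44) and the potassium channel gene Kcnh6 (-6.17) were higher in alpha cells. With an estimated correlation, delta cell identity (8 of 10 higher, 8 adjusted over the list alone, median 3.33, adjusted p = 1.02e-05) and sort gate genes (3 of 5 higher, 3 adjusted over the list alone, median 1.28, 0.0359) were higher and alpha cell identity (12 of 17 lower and 1 higher, 13 and 1 adjusted over the list alone, median -3.26, 0.00646) was lower in delta cells. By camera alone, acinar cells (25 of 26 higher, median 6.15), unfolded protein response (8 of 24, 0.59) and duct cells (4 of 11, 0.57) were higher and beta cell identity (13 of 29 lower, -1.21) and type 1 diabetes autoantigens (7 of 13 lower, -0.68) lower, at adjusted p of 8.92e-08, 0.0223, 0.0278, 0.000482 and 0.00802, and at adjusted p = 0.561 to 0.727 with an estimated correlation. The other 19 lists had adjusted p of 0.16 to 0.874, with signs that differed in 8.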

Values the study reported

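At an adjusted p under 0.01, the study counted 160 genes higher and 24 lower with IFNγ in alpha cells, 174 higher and 0 lower in beta cells, and 204 higher and 29 lower in delta cells. It drew up a list of 50 top-ranked genes for each population, which together gave 66 unique genes, and 48 of these 66 were among the top-ranked genes of 2 or more populations.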

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

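The tests of the response of alpha IFNγ 2, of RNA of other cells and of the date on the genes lower in delta cells, the GC and length offsets, and the adjustment over only the genes higher in at least 1 cell type were chosen after the results they bear on were seen.

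Leaving out alpha IFNγ 2 raised the calls in alpha cells from 163 higher and 6 lower to 1798 and 1959. A weaker response of that library is argued against: over 148 genes higher in beta and in delta cells, chosen without the alpha libraries, its median log2 change was 2.48 against 2.44 in replicates 1 and 3, a ratio of 1.015 (quartiles of the difference -0.49 and 0.51). Gene length bias is also argued against, as with length offsets 3189 stayed of the 3548 added genes that no IFNγ comparison of all libraries had called in any cell type. With offsets for GC content 73 of the 3548 stayed, and the added higher genes had a median GC content of 40.9% against 56.6% for the added lower ones, so a GC trend of the libraries is a candidate explanation for most of them. No biological explanation was tested, because the design gives none for 1 library within a group.

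In delta cells 32 genes were lower with IFNγ in edgeR, against 6 in alpha and 1 in beta cells, an untested difference: delta cells also had the most lower genes in 14 of 20 alternatives, such as GC offsets (64 against 11 and 5), limma-voom (25 against 23 and 0) and DESeq2 at an adjusted p under 0.01 (36 against 25 and 0), and in 17 of 18 fits without 1 library, but not in DESeq2 at 0.05 (92 against 148 and 3), without the low-count filter (177 against 446 and 80), with the date as a fixed term (26 against 7 and 27) or as a random block (19 against 86 and 1), or in any of the 3 fits without alpha IFNγ 2. GC bias is argued against as the whole cause, since 29 of the 32 stayed lower with GC offsets. RNA of other cells in the delta controls could not be told apart from a lower level in delta cells. The 32 genes stood 0.16 higher (quartiles -0.15 and 0.46) in delta control 3 than in delta controls 1 and 2. Of the delta controls, that library had the most acinar and alpha cell RNA but the least of the polypeptide and ghrelin genes. The polypeptide and ghrelin list had a median of -0.77 with IFNγ beside -1.48 for the 32 genes. Without delta control 3, 35 genes were lower in delta cells, and 15 of the 32 stayed lower. The date could not be told apart from the treatment, as no date held both. With the date as a fixed term the delta response rests on delta IFNγ 1 against delta control 3. The other delta libraries are alone on their dates, so the number of calls in that fit decides nothing. Of the 32 genes, 31 had a log2 fold change below 0 there. Over the 32 the log2 fold changes had a median of 0.85 times those without the date (quartiles 0.63 and 1.07). The SEs had a median of 1.91 times. Errors were thus wider and, for part of the genes, folds smaller in that fit. With the date as a random block in limma-voom 12 stayed lower against 16 without the block, at median log2 fold changes of -1.4 and -1.47. All of this speaks neither for nor against the date. A response of delta cells to IFNγ stays among the open explanations, as untested.

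Among genes raised by IFNγ, a higher control level in 1 of a pair of cell types went with a smaller fold change there, with a slope of -0.289. GC bias is argued against, since on logarithms of counts with a constant added the slope was -0.291 with the GC trend and -0.304, or 1.046 times as steep, without it. Control libraries shared by both axes could not be told apart from a relation between level and response: with separate control libraries for the axes the slope was -0.13, a ratio of 0.451, and after correction for noise in the level -0.208, a ratio of 0.72. A ceiling on the induced level in each cell type stays open and was not tested.

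With adjustment over only the 258 genes higher in at least 1 cell type, responses differed for 27 genes between alpha and beta cells (8 larger in alpha and 19 in beta cells), 4 between delta and beta cells and 21 between delta and alpha cells (15 larger in delta cells), where adjustment over all genes gave 0 in each pair in edgeR (2305, 822 and 783 genes at unadjusted p under 0.05), 6, 4 and 4 in DESeq2 and 0, 0 and 1 in limma-voom. Against beta cells, alpha cells had smaller responses of Irgm2 (-1.88, adjusted p = 0.00503), Serping1 (-1.64), Tap1 (-1.66) and Gbp4 (-2.78). Against beta cells, delta cells had a larger response of Csf1 (1.93, adjusted p = 0.0101) and a smaller one of the kinase gene Lrrk2 (-2.01). Against alpha cells, delta cells had smaller responses of Rtp4 (-2.06, adjusted p = 0.00301) and Tnfsf10 (-1.77) and larger ones of Cd74 (2.73), Socs1 (2.78), Stat2 (1.00) and H2-Q4 (1.26). With the date as a fixed term the unadjusted p was 0.000805 to 0.0122 for the genes named between alpha and beta cells. For delta cells that fit rests on delta IFNγ 1 against delta control 3, so its p-values are not given. The genes were selected on the same libraries, so these adjusted p-values are not independent evidence.

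By camera, list responses differed between cell types as follows, and by fry 0 lists did. Between alpha and beta cells these were GTPases (adjusted p = 0.00277; adjusted p = 0.836 with an estimated correlation), MHC class I presentation (5.44e-05; 0.448) and antiviral genes (0.000933; 0.836), all smaller in alpha cells. Between delta and beta cells they were chemokines and adhesion (0.0183; 0.559 with an estimated correlation) and immediate early and dissociation genes (0.00175; 0.628), both larger in delta cells. Between delta and alpha cells, GTPases (0.0207; 0.495 with an estimated correlation), MHC class I presentation (1.41e-08; 0.0976), MHC class II presentation (0.00194; 0.194), interferon receptor and JAK-STAT (0.0111; 0.174), interferon regulatory transcription factors (0.00583; 0.194), antiviral genes (1.77e-05; 0.235) and immediate early and dissociation genes (0.000534; 0.221) were larger in delta cells.

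With 3 libraries against 3, the 10 splits are too few for a share under 0.05. The real split was the 1 with the most genes for each IFNγ and control comparison: 163, 183 and 209 genes higher in alpha, beta and delta cells against at most 0, 0 and 1 in another split, 6, 1 and 32 lower against 0, 0 and 2, and 3410, 3560 and 3417 genes between control cells against 0. List calls were less distinct: 12, 11 and 12 lists with IFNγ against up to 15, 13 and 11 in another split (4, 4 and 1 of 10 splits as large), and 6, 11 and 8 lists between control alpha and beta, delta and beta, and delta and alpha cells against up to 11, 14 and 7 (5, 2 and 1 of 10). Over 100 draws, the overlaps of 129, 158 and 135 higher genes were reached by 1 of 100, the real one, and by 0 genes at most in another, but alpha and beta cells had 0 higher genes in edgeR in every other split, so this outcome was fixed and decides nothing about the overlaps. For differences of response, all 100 of 100 draws gave at least the 0 genes of edgeR, which was fixed as well, with up to 0, 1 and 3583 genes in another draw. At least as many lists as the real 3, 2 and 7 differed in response in 79, 88 and 40 of 100 draws. The most in another draw was 16, 14 and 17. Regrouping sets control with IFNγ libraries and so leaves part of the IFNγ effect in place. With IFNγ the GTPase list was called in 10 of 10 splits of each cell type. The list counts of other splits and draws are therefore not those of no response. They cannot decide about chance, which is not excluded for these lists. The draw with 3583 genes set libraries of low against high GC balance in delta and alpha cells, which points to a structure of the samples.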

How the results depend on the processing

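The alternatives with DESeq2 at an adjusted p of 0.01, with GC or length offsets, those without the pair of libraries that stood apart, on 2 dates only, and with adjustment over genes higher in at least 1 cell type were chosen after seeing the data. The 3 numbers per item below follow the order alpha, beta, delta, or the pairs alpha and beta, delta and beta, delta and alpha.

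With DESeq2 391 genes were higher in alpha cells, 148, 3 and 92 lower, and 6, 4 and 4 differed in response, and at an adjusted p of 0.01 DESeq2 gave 25, 0 and 36 lower. Without the low-count filter, which also tests genes near 0, 990 were higher in alpha and 415 in delta cells, 446, 80 and 177 were lower, and 539, 152 and 106 differed in response. Limma-voom gave 23 lower in alpha, 0 in beta and 1 different response between delta and alpha cells, and with the date as a random block 86 lower in alpha, 19 in delta and 1 different response between delta and alpha cells. With the date as a fixed term, 27 were lower in beta and 83 higher in delta cells, 1, 9 and 19 differed in response and 77 were higher in all 3. With only the groups compared, which leaves fewer samples for the spread, 3, 3 and 6 were lower and 1 response differed between delta and beta cells. Against a fold of 1.5 (glmTreat), a stricter test, 2, 0 and 5 were lower and 1825, 1997 and 1767 differed between control cells. At an adjusted p of 0.01, 0, 0 and 7 were lower and 2021, 2187 and 1886 differed between control cells. With effective lengths 0 were lower in beta cells, and on 2 dates with a date block 21. Without the pair of libraries that stood apart 18 were lower in alpha cells. GC offsets gave 11, 5 and 64 lower, and without alpha IFNγ 2 as well 64, 6 and 57, with 2 different responses between delta and beta and 2 between delta and alpha cells. Length offsets gave 11 lower in alpha cells, and without alpha IFNγ 2 as well 1630 higher and 2048 lower in alpha cells, 57 lower in delta cells and 1159, 1 and 4 different responses. With adjustment over the genes higher in at least 1 cell type, 27, 4 and 21 responses differed. With an estimated correlation 0, 0 and 0 lists differed in response, 2, 1 and 3 differed between control cells and 34 passed in all comparisons together against 72 by camera. Fry gave 0, 0 and 0 for responses and 13 between control delta and alpha cells. Where fewer or more samples or genes do not explain a change, the cause was not tested.

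The replicate numbers did not pair the libraries: deviations of libraries with the same number had a mean correlation of 0.0216 (-0.269 to 0.371 over 45 pairs), against 0.177 for 18 pairs of the same date. With the replicate block 14 genes were lower in alpha cells, and the other counts of genes stayed within 1.5 times. Among lists, acinar cells in alpha cells was lost (adjusted p = 0.102) and beta cell identity in the response of delta against beta cells passed (0.0489).

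Leaving out 1 library gave 137 to 1798, 147 to 196 and 160 to 227 genes higher, 0 to 1959, 0 to 2 and 16 to 74 lower, 0 to 1375, 0 to 1 and 0 to 3 different responses, 2235 to 3776, 2684 to 3956 and 2286 to 4131 between control cells, and 113 to 140 higher in all 3. Lists with IFNγ numbered 9 to 13, 10 to 13 and 11 to 15, those of responses 2 to 5, 1 to 7 and 5 to 12, those between control cells 6 to 8, 8 to 12 and 7 to 8, and all together 69 to 82. For responses, the lists numbered 5 without beta control 3 between alpha and beta cells, and 12 without alpha IFNγ 1 between delta and alpha cells. Between delta and beta cells they numbered 5 without delta control 1 or 2, 6 without delta IFNγ 3, 1 without alpha control 1 or beta IFNγ 2, 4 without beta control 2 or beta IFNγ 3 and 7 without beta control 3.

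The genes that the naming rule gave were followed over the alternatives, and genes chosen after their values were seen are not in this tally. Of 7837 values, 7598 kept their direction and side of the threshold. A further 185 fell below it, 9 newly passed, 43 without a test moved and 2 reversed. The reversals were Gm21988 in delta cells with the date as a fixed term (0.10) and Ctrb1 between control alpha and beta cells without beta control 1 (0.49). Ctrb1 had -4.69 with all libraries and -5.40, the lowest of the leave-outs, without alpha control 1. Of the 185, the date as a fixed term alone gave 20 among the genes that the rule gave for delta cells, more than any other setting. In that fit no date holds both delta treatments, and the delta response rests on delta IFNγ 1 against delta control 3. These losses thus decide nothing about the delta calls. For these 20 the SEs were larger by a median of 1.77 times, with log2 fold changes at a median of 0.8 times. The counts of lower genes and of differing responses depended on these choices more than the counts of higher genes did. With 3 libraries per group and 6128845 to 11531734 counts each, simulated 2-fold changes were recovered for 11.9% to 28.4% of genes and 4-fold differences of response for 37.9% to 48.5%, so smaller changes and differences were mostly below what these libraries could show.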

Other observations

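Tap1, B2m and H2-K1, genes of antigen presentation, and the checkpoint genes Cd274 and Il18bp rose in each cell type. The granzyme inhibitor gene Serpinb9 rose by log2 fold changes of 1.54 in alpha, 1.03 in beta and 0.89 in delta cells and passed in alpha cells alone (adjusted p = 0.0673 in beta and 0.118 in delta cells). The test of the response found no difference past the threshold (0.5 between alpha and beta cells, unadjusted p = 0.18, and -0.64 between delta and alpha cells, unadjusted p = 0.0891). Socs1, an inhibitor of the JAK kinases, passed in beta (3.82) and delta cells (4.57) and not in alpha cells (1.79, adjusted p = 0.128). Its response differed by 2.78 between delta and alpha cells only when adjusted over the genes higher in at least 1 cell type (adjusted p = 0.0453; 0.876 over all genes).

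At an adjusted p under 0.01, 0 genes were lower in alpha cells in edgeR, with 3751 genes of either direction at an unadjusted p under 0.05 and 25 lower in DESeq2 at 0.01 and 23 in limma-voom at 0.05. The edgeR count is lower than that of the study, which used DESeq2 with a batch term.

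At an adjusted p under 0.01, 7 genes were lower in delta cells in edgeR and 36 in DESeq2, which was used without a batch term here. The edgeR count is lower than that of the study. Tool, scaling and low-count filter were not separated here, so the cause of this gap was not tested. At an adjusted p under 0.05, edgeR gave 32 lower with the low-count filter and 177 without it.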
